A study of Mus musculus with 25 samples. Its data were reported in "Lhx5 controls mamillary differentiation in the developing hypothalamus of the mouse" (2015).

How the data were processed

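Expression was measured in the mammillary neuroepithelium of 13 Lhx5 mutant (KO) and 12 wild-type (WT) C57BL/6 embryos at E10.5, 1 array per sample, on the Affymetrix Mouse Gene 1.1 ST array. Per the labels the samples are biological replicates. The mutant allele is a hypomorph in which floxed exons are present and not recombined. The authors deposited log2 values made by robust multiarray averaging (RMA) of the probe intensities, with Affymetrix Expression Console 1.0 and the affy package in R 2.7.0 named in their processing notes. The table held 35556 probe sets. No adjustment between batches is given in the sources used here, but the values carry the mark of one, as set out at the start of the report.

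In all, 14 cells, each in a different probe set and spread over 11 arrays, held values from 32.32 to 10464, outside the range of RMA values, and were set missing (12 of them in tested clusters). The remaining values ran from 1.32 to 13.6. The 6616 probe sets with low identifiers and no annotation were left out, which left 28940 transcript clusters to test. Of these, 21218 carried a single gene symbol, 1881 several and 5841 none. Single-symbol clusters were matched to reference genes of the GRCm38.p6 assembly by Entrez number (21185, or 99.8%), which gave gene order and chromosome, and where a gene had several clusters the brightest stood for it, for 18820 named genes. Items not reported here were left out.

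Each cluster was fitted in limma 3.58.1 (R 4.3.3) with genotype as the only term, with moderated variances and Benjamini-Hochberg adjustment over all tested clusters, and called at an adjusted p below 0.05, two-sided. Named genes were also counted at 1.5-fold. The design, the 31 gene lists and most of the other settings tried were set before the data were examined. After the data were seen, a batch term was added that sets mutant replicates 1 to 10 against all other arrays, and fits with the 15 arrays of the shared batch alone and with embryo sex beside the batch term. In the shared batch, single genes were compared by a two-sided exact permutation test over the 455 splits into 3 and 12 arrays. Gene lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 31 lists. Calls per chromosome and near Lhx5 were compared by Fisher's exact test. Principal components were compared with 100000 permutations. After the data were seen they were also compared by the exact test in the shared batch, fitted on all arrays or on that batch alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

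Genes were named from a set fixed by a rule: the targeted gene, the 12 largest differences in each direction among called genes, the genes followed up or stained in the paper, up to 4 members of each list with the smallest p and every called member, and the called genes among the 20 tested genes on either side of Lhx5. Others are said to be chosen after their values were seen.

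Replicate numbers were checked as a possible pairing. Correlations between mutant and wild-type arrays of the same number ran from -0.33 to 0.43 after removal of group means, were above 0.1 for 4 of 12 numbers, and 0 samples correlated best with the partner of their own number, so the numbers were not taken to pair the samples. A fit with the replicate number as a block called 3637 clusters with genotype alone.

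The fits were tested on simulated data with the same numbers of arrays and clusters. With the batch adjustment built in, genotype alone gave 1888 false calls, and the batch term gave 10 and recovered 90 of 100 genes changed by 1.5-fold and 98 of 100 changed by 2-fold. This recovery holds for the simulated spread only. In the real data some genes past 1.5-fold, such as Otp and Irs4, had standard errors of 0.55 and 0.73 with the batch term. A gene not called with the batch term is therefore not shown to be unchanged. Without the adjustment, genotype alone gave 13 false calls.

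Alternatives were a repeated quantile normalization, centring of arrays on their medians, leaving out dim clusters, array weights, limma-trend, fits without moderation, the rank-sum test, embryo sex and a residual component as covariates, other thresholds and each array left out in turn. Retaining the unannotated probe sets and restoring lost decimal points in the misprinted cells were added after the data were seen.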

Results

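Total RNA from the mammillary neuroepithelium of E10.5 mouse embryos was hybridised to Affymetrix Mouse Gene 1.1 ST arrays, which measure each gene with one or more probe sets called transcript clusters. This neuroepithelium is the wall of the caudal hypothalamus from which the mammillary body, a nucleus of the memory circuit, later forms. In all, 25 arrays were analysed, 13 from embryos carrying the altered Lhx5 allele on both chromosomes (labelled KO, called mutant here) and 12 from wild-type embryos (WT). The values were log2 RMA expression values. Array medians lay between 4.64 and 4.76 and pairwise correlations across clusters between 0.985 and 0.997. The labels call the samples biological replicates, and the precision of each difference is limited by the number of arrays.

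The mutant arrays did not form a single set. On 35542 probe sets, the mean of replicates 1 to 10 equalled the mean of replicates 11 to 13, with a median absolute difference of 1.33e-06, whereas among the other splits of the 13 mutant arrays into 3 and 10 (286 in all) the lowest such median was 0.0561. In embryos of the same sex, the levels of Xist (expressed from the inactive X chromosome) and of the Y-linked genes Eif2s3y, Kdm5d and Uty differed between mutant replicates 11 to 13 and wild type by 0.00988 to 0.684 in size, and between mutant replicates 1 to 10 and wild type by 1.63 to 2.76. Mutant replicates 11 to 13 were therefore treated as 1 batch with the wild-type arrays, called the shared batch here. Replicates 1 to 10 were treated as another, whose mean had been set equal to that of replicates 11 to 13. The levels show which mutant set was shifted, but not that replicates 11 to 13 and wild type were processed together. A batch difference between those 2 sets was not tested and stays open. Every difference between mutant and wild type given here thus equals the difference between 3 mutant and 12 wild-type arrays of the shared batch, and mutant replicates 1 to 10 added no evidence of its direction. A fit with genotype as the only term was the design fixed before the data were examined. A second fit with a batch term, chosen after the data were seen, gave the same differences with standard errors 1.65 times larger (median over clusters), and its values stand beside each result. A standard error (SE) after ± is that of the fit with the batch term. The words rose and fell are kept for the clusters that passed in both fits.

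**Figure D1:**
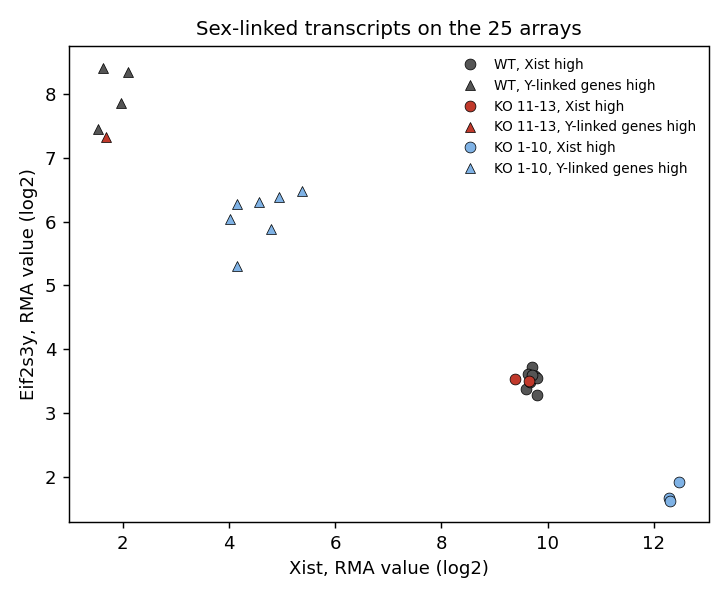
Level of Eif2s3y (y axis, log2 RMA value) against Xist (x axis, log2 RMA value) on each of the 25 arrays; circles are arrays with high Xist and triangles arrays with high Y-linked transcripts, coloured by wild type, mutant replicates 11 to 13 and mutant replicates 1 to 10. The 3 mutant arrays 11 to 13 lie among the wild-type arrays, and mutant arrays 1 to 10 lie apart, with female Xist at 12.4 (mean, n = 3) against 9.71 (n = 8) in wild type.

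The level of the targeted gene was asked first. Lhx5 stood at 7.92 ± 0.32 (SD, n = 13) in the mutant, with arrays from 7.43 to 8.60, and at 7.97 ± 0.22 (n = 12) in wild type, with arrays from 7.67 to 8.38. The difference of -0.04 ± 0.17 had an adjusted p of 0.811 in limma (0.960 with the batch term) and a 95% interval from -0.40 to 0.31 with the batch term. The mutant allele is a floxed one that was not recombined and keeps all exons, so its transcript can be measured as in wild type and this cluster is no check of the labels.

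The main question was which transcripts differ in the mutant before the mammillary body becomes smaller. Galanin (Gal), a hypothalamic neuropeptide, rose from 4.14 ± 0.38 (SD, n = 12) to 5.42 ± 0.32 (n = 13), a log2 difference of 1.27 ± 0.22 or 2.41-fold. Mup6, of the major urinary protein family, rose by 0.75 ± 0.13 from a level near background in wild type (3.83). Dok6, an adaptor of receptor tyrosine kinases, fell by 0.79 ± 0.12 and the RNA helicase gene Ddx55 fell by 0.48 ± 0.08. Dok6 and Ddx55 lie outside the rule for naming genes and were chosen after their values were seen. These 4 genes and 3 clusters without a gene symbol (differences of 0.43, 0.38 and -0.46) were the only clusters called at adjusted p below 0.05 with the batch term, out of 28940 tested, with adjusted p between 0.0238 (Dok6) and 0.0285. The mammillary transcription factor gene Foxb2 came next, with -1.13 ± 0.21 (adjusted p = 0.0546 with the batch term and 1.02e-05 without). In the shared batch alone, 2 of 3 mutant arrays lay above every wild-type array for Gal and 2 of 3 below every wild-type array for Foxb2 (exact permutation p = 0.0044 for each, where the smallest possible is 0.0022).

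With genotype alone, limma called 4825 clusters, 2801 higher and 2024 lower in the mutant, but with clusters below the median level left out most of the calls were lower (759 higher and 1506 lower). With the batch term it called 7, 4 higher and 3 lower, and 2995 had an unadjusted p below 0.05, which is 10.3% of those tested. The shared batch alone gave 6 calls, 5 higher and 1 lower, among them Mup6 (adjusted p = 0.0417), whereas Gal and Dok6 (0.0597 each) and Ddx55 (0.0919) did not pass there. At 1.5-fold, 100 named genes were called with genotype alone (33 higher and 67 lower) and 3 with the batch term, while at unadjusted p below 0.05 the numbers were 113 and 86. The 7 calls with the batch term became 0 without mutant replicate 13 and 26 without wild-type replicate 10. Under other settings they ran from 0 with the replicate block as well to 30 with array weights. Quantile normalization repeated gave 1 call, lower in the mutant, so Gal and Mup6 lost their calls there. The genes described in what follows passed with genotype alone and, unless said otherwise, not after adjustment with the batch term.

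**Figure D2:**
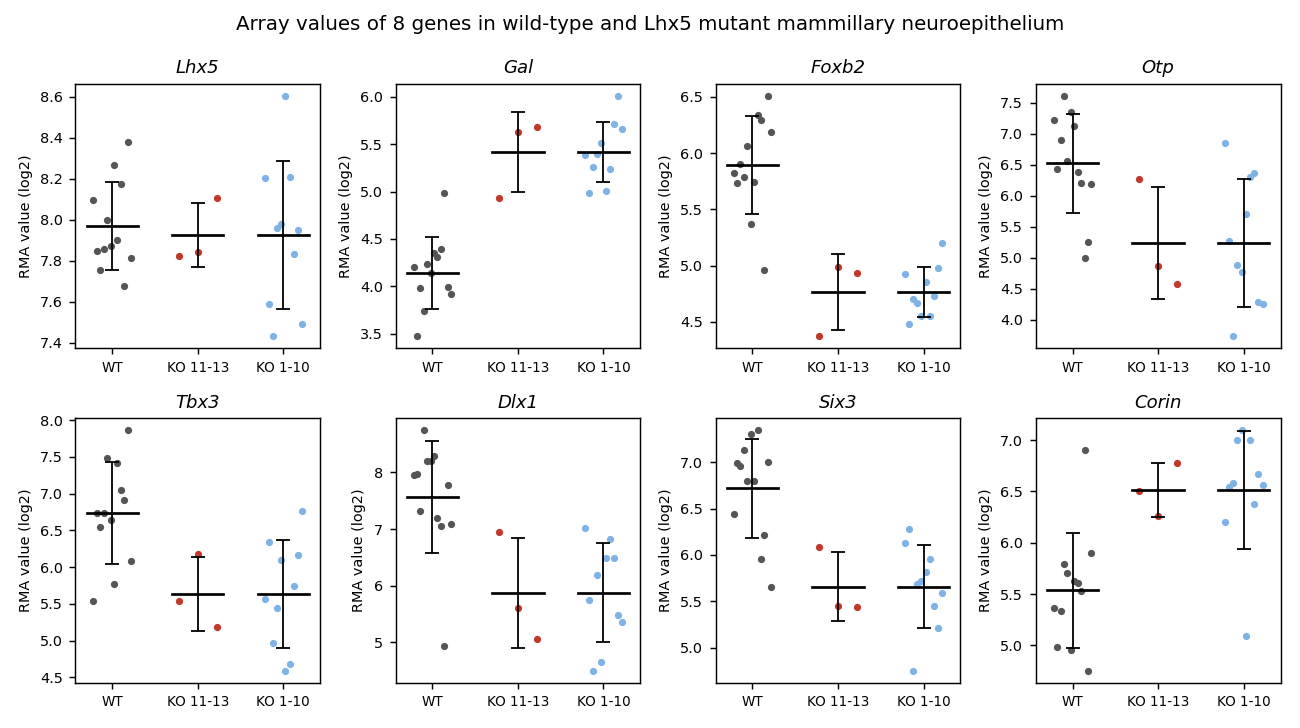
Log2 RMA values (y axes) of 8 genes on each array, by group (x axes): wild type (WT, n = 12), mutant replicates 11 to 13 (n = 3) and mutant replicates 1 to 10 (n = 10); points are arrays, horizontal lines means and bars the SD. The means of both mutant sets coincide for each gene, Lhx5 stands at 7.92 in the mutant and 7.97 in wild type, and Gal is higher and Foxb2 lower in the mutant.

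Genes of the forebrain were among those with the largest negative differences. Gpr50, an orphan receptor gene of the hypothalamus, had the largest (-1.79 ± 0.53), followed by the homeobox gene Dlx1 (-1.69 ± 0.56). Otp (-1.28 ± 0.55), which specifies hypothalamic neuroendocrine neurons, Rax (-1.27 ± 0.39), needed for the eye field and hypothalamus, Dlx2 (-1.18 ± 0.43), Sp9 (-1.18 ± 0.29) and Dlx5 (-1.13 ± 0.40) were also among the 12 most lowered, as were Irs4 (-1.47 ± 0.73), Pmel (-1.30 ± 0.57), Gstm6 (-1.29 ± 0.53) and Olig1 (-1.10 ± 0.34). Among the 12 largest positive differences were Tmem184a (1.39 ± 0.36), C1ql4 (1.36 ± 0.36), Lgi1 (1.04 ± 0.29), the floor plate genes Corin (0.98 ± 0.33) and Ferd3l (0.92 ± 0.32), Lrtm1 (0.96 ± 0.37), Vgll2 (0.92 ± 0.32), Col26a1 (0.87 ± 0.28), the connexin gene Gja5 (0.83 ± 0.25) and Ifitm3 (0.76 ± 0.21). For Tmem184a, Col26a1, Gja5, Ifitm3 and Mup6 all 3 mutant arrays of the shared batch lay above every wild-type array. Of these genes, Irs4 had the weakest support by limma with the batch term (p = 0.0534). By the exact permutation test in the shared batch it was Gstm6 (p = 0.0879, against 0.0835 for Irs4).

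The candidates followed up by quantitative PCR were read next, and 13 of them had a cluster of their own. In the group listed as lower, all 10 measured genes were lower here: Otp, Foxb2, Tbx3 (-1.10 ± 0.41), a T-box gene needed for the tuberal and mammillary hypothalamus, Olig2 (-1.02 ± 0.40), Gjd2 (-0.95 ± 0.35), which encodes a neuronal connexin, Barhl1 (-0.79 ± 0.22), Lmo1 (-0.74 ± 0.21), which encodes a LIM-only protein, Nkx2-4 (-0.72 ± 0.20), Shtn1 (-0.71 ± 0.29) and Ntm (-0.62 ± 0.15). In the group listed as higher, Gal, Lrtm1 and Wnt5a (0.59 ± 0.22) were higher. Each of the 13 was called with genotype alone, and Gal alone after adjustment with the batch term. For Ntm and Nkx2-4 all 3 mutant arrays of the shared batch lay below every wild-type array (exact permutation p = 0.0022). As gene lists, the 10 lower genes had a median of -0.87 (camera adjusted p = 3.89e-11, 1.18e-12 with the batch term, adjusted p = 0.00445 with an estimated correlation), and adjusted over the list alone all 10 passed in both fits. The 3 higher genes had a median of 0.96 (camera adjusted p = 1.51e-04, 2.69e-05 with the batch term, adjusted p = 0.148 with an estimated correlation), and adjusted over the list alone all 3 passed in both fits. The study chose both lists on these samples, so neither is independent evidence of a direction. Lypd1 only shared a cluster with another gene and was left out.

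Marker genes stained in tissue sections, apart from the quantitative PCR candidates, formed another group. Of 11 such genes fixed beforehand and measured here, 0 were called in either fit by limma. The mammillary markers Foxb1 (-0.16 ± 0.17), Lhx1 (0.10 ± 0.45), Sim1 (0.33 ± 0.21) and Sim2 (-0.09 ± 0.14) had adjusted p from 0.0745 (Sim1) to 0.836 (Lhx1). Sonic hedgehog (Shh) stood at 9.50 ± 0.25 (SD, n = 13) in the mutant and 9.31 ± 0.30 (n = 12) in wild type, a difference of 0.19 ± 0.17 (adjusted p = 0.216). Tyrosine hydroxylase (Th) had -0.54 ± 0.32 (adjusted p = 0.0592), Pitx3 0.05 ± 0.10 and Tbr1 -0.38 ± 0.44. The tuberal markers Nr5a1 (-0.05 ± 0.07), Pomc (-0.02 ± 0.10) and Lef1 (-0.06 ± 0.10) had adjusted p of 0.483, 0.869 and 0.547. Nr5a1, Pomc, Pitx3 and Tbr1 had means below 4 in both groups. Th and Sim1 passed at adjusted p = 0.0446 and 0.0252 in the fit with the replicate number as a block, and at 0.0369 and 0.0197 with a residual component as a covariate, and Th also with arrays centred on their medians (0.0496), with array weights (0.0406) and in 6 of 25 repeats that left out 1 array, against 3 of 25 for Sim1.

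Transcription factors of the hypothalamus and of the Dlx programme were lower as groups. These lists were written with the paper known. Its full table of changed genes, drawn from the same arrays, gives as lower Otp, Foxb2, Barhl1, Nkx2-4, Rax, Tbx3, Six3, Fezf1 and Vax1. From the Dlx list it gives Dlx1, Dlx2, Dlx5, Dlx6, Sp9, Gsx2 and Gad2. The p-values of these lists are therefore not independent evidence. Of 13 measured mammillary transcription factors, 4 were lower and 0 higher (Otp, Foxb2, Barhl1 and Nkx2-4, each of which is also a quantitative PCR candidate), and adjusted over the list alone 5 were lower and 1 higher (3 and 0 with the batch term). The list passed camera (median -0.16, adjusted p = 0.0112, 0.0054 with the batch term, adjusted p = 0.149 with an estimated correlation), but not with the batch term when mutant replicate 11 was left out (adjusted p = 0.0684) nor, with genotype alone, when clusters below the median level were left out (adjusted p = 0.0712). Of 17 genes of the tuberal and anterior hypothalamus, 8 were lower and 0 higher, among them Rax, Tbx3, Six3 (-1.06 ± 0.29), Fezf1 (-0.91 ± 0.43) and Vax1 (-0.80 ± 0.30), and the others were Six6, Gsx1 and Nkx2-2. Adjusted over the list alone 9 were lower (2 with the batch term), and camera gave a median of -0.43 and an adjusted p of 3.81e-05 (2.69e-05 with the batch term, adjusted p = 0.148 with an estimated correlation). Of 12 genes of the Dlx and GABAergic forebrain programme, 8 were lower and 0 higher. They were Dlx1, Dlx2, Dlx5, Dlx6 (-0.60 ± 0.25), Sp9, Gsx2 (-0.97 ± 0.37), Gad2 (-0.93 ± 0.42), an enzyme of GABA synthesis, and Lhx6 (-0.36 ± 0.21). Adjusted over the list alone 10 were lower (6 with the batch term), with a median of -0.77 and a camera adjusted p of 6.13e-06 (2.63e-06 with the batch term, adjusted p = 0.157 with an estimated correlation). In the same samples, the medians of all 7 lists of other cell types lay above 0, from 0.10 (muscle and heart, endothelium) to 0.39 (erythroid cells).

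Neighbouring forebrain territories did not pass. Of 9 genes of the telencephalon, Emx1 was higher (0.42 ± 0.21) and Lhx2 lower (-0.57 ± 0.25), and adjusted over the list alone 1 was higher and 2 lower (median -0.31, camera adjusted p = 0.275, 0.290 with the batch term). Of 14 genes of the thalamus and pretectum, Gata2 was higher (0.37 ± 0.18) and Dbx1 (-0.40 ± 0.16) and Olig3 (-1.03 ± 0.51) lower, the same numbers as adjusted over the list alone (median -0.08, camera adjusted p = 0.580, 0.581 with the batch term). None of these 5 genes passed with the batch term adjusted over its list alone.

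Some genes of the ventral midbrain and its floor plate were higher. Of 15 measured, 6 were higher and 0 lower, namely Corin, Ferd3l, Wnt5a, Foxa1 (0.47 ± 0.20), Foxa2 (0.40 ± 0.23) and Lmx1b (0.34 ± 0.13), the last 3 being transcription factors of the midbrain floor. Adjusted over the list alone 7 were higher and 1 lower (0 and 0 with the batch term). The list passed camera with a median of 0.34 (adjusted p = 0.0212, 0.0166 with the batch term, adjusted p = 0.506 with an estimated correlation), and with the batch term it no longer passed without mutant replicate 13 (adjusted p = 0.148), with the replicate block as well (0.382) or by fry (0.328). The highest mean level of these genes on any array was that of wild-type replicate 10 (0.75 above the mean of all arrays, against 0.36 at most in the mutant). Foxa2 lay next to the threshold (adjusted p = 0.0490). The paper's table of changed genes, drawn from the same arrays, gives Corin, Ferd3l and Wnt5a as higher. The p-values of the midbrain floor list are therefore not shown to be independent evidence. Notochord markers, which share Shh and Foxa2 with floor plate, were higher too: 3 of 4 (Foxa2, Foxj1 and Noto) with a median of 0.27, and as many adjusted over the list alone (0 with the batch term). Their camera adjusted p was 0.0168 (0.0166 with the batch term, adjusted p = 0.229 with an estimated correlation), and 0.0809 with clusters below the median level left out. With the batch term it was 0.157 without mutant replicate 13, 0.0878 with those clusters left out, 0.685 with the replicate block as well and 0.129 by fry.

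**Figure D3:**
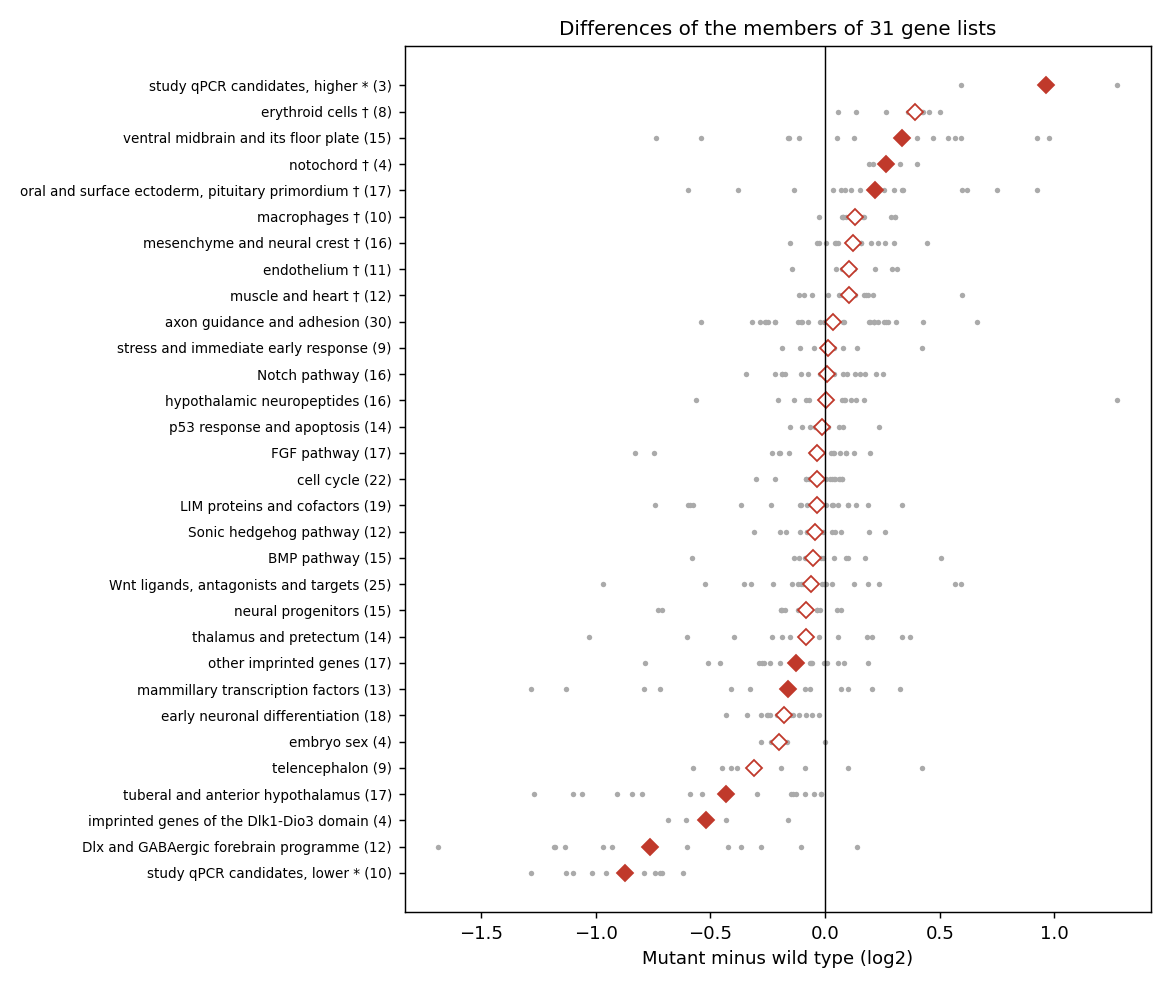
Differences between mutant and wild type (x axis, log2) for 31 gene lists (y axis, with the number of measured genes in parentheses); grey points are genes and diamonds the list medians, filled where the list passed camera at adjusted p below 0.05 with the batch term. Lists marked with an asterisk were chosen by the study on these samples, and those with a dagger mark other cell types; 10 lists are filled, with medians from -0.87 (quantitative PCR candidates listed as lower) to 0.96 (those listed as higher).

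Signalling pathways did not differ as groups. In the Sonic hedgehog list 1 of 12 was lower, the hedgehog antagonist gene Hhip (-0.31 ± 0.17), and 0 passed adjusted over the list alone (median -0.04, camera adjusted p = 0.838, 0.834 with the batch term). In the Wnt list, Wnt5a was higher and Wnt7b lower (-0.97 ± 0.53) among 25, with 1 higher adjusted over the list alone, and Wnt1 had 0.57 ± 0.34 (list median -0.06, camera adjusted p = 0.611, 0.625 with the batch term). For bone morphogenetic proteins, Bmp7 was higher (0.51 ± 0.17) and Id4 lower (-0.58 ± 0.26) among 15, also adjusted over the list alone (median -0.05, camera adjusted p = 0.846, 0.860 with the batch term). A second, dim cluster of Bmp7 was not called and had -0.05. In the fibroblast growth factor list 0 of 17 were called in either way, with Fgf15 at -0.83 ± 0.51 and Fgf10 at -0.74 ± 0.44 (median -0.03, camera adjusted p = 0.554, 0.539 with the batch term). Fgf10 was called with the replicate block (adjusted p = 0.0337) and with a residual component as a covariate (0.0329). In 25 repeats that each left out 1 array, Fgf10 was called in 6, Fgf15 in 2 and Wnt1 in 4. In the Notch list Hey1 (0.25 ± 0.12) and Notch2 (0.22 ± 0.11) were higher among 16, also adjusted over the list alone, and the median (0.01) and mean (-0.01) differed in sign (camera adjusted p = 0.846, 0.860 with the batch term). With the batch term, 0 genes of these 5 lists passed adjusted over the list alone.

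Of 21 imprinted genes measured, 9 were lower in the mutant. In the Dlk1-Dio3 domain, the noncoding RNA genes Rian (-0.69 ± 0.23) and Meg3 (-0.61 ± 0.17) and the Notch-ligand-like gene Dlk1 (-0.43 ± 0.24) were lower, 3 of 4 measured, and as many adjusted over the list alone (2 with the batch term). The list had a median of -0.52 and a camera adjusted p of 0.00247 (0.0016 with the batch term, adjusted p = 0.183 with an estimated correlation), and with the batch term it did not pass by fry (0.0642) or with the replicate block as well (0.165). Of 17 other imprinted genes, 6 were lower and 0 higher, with the neighbours Magel2 (-0.78 ± 0.17), Ndn (-0.51 ± 0.12), Mkrn3 (-0.46 ± 0.15) and Peg12 (-0.29 ± 0.12), and with Plagl1 (-0.27 ± 0.11) and Nnat (-0.28 ± 0.13). Adjusted over the list alone 8 were lower and 1 higher (3 and 0 with the batch term), and camera gave a median of -0.13 and an adjusted p of 0.00247 (0.00147 with the batch term, adjusted p = 0.183 with an estimated correlation). Magel2 had an adjusted p of 0.0851 with the batch term, and for Magel2 and Ndn all 3 mutant arrays of the shared batch lay below every wild-type array (exact permutation p = 0.0022). The medians of the other cell types, from 0.10 to 0.39, ran the other way. The paper's table of changed genes, drawn from the same arrays, gives Rian, Meg3 and Magel2 as lower. The p-values of both imprinted lists are therefore not shown to be independent evidence.

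Few progenitor, cell cycle and differentiation genes were called. The early neuronal differentiation list passed with genotype alone (median -0.18, camera adjusted p = 0.0485, adjusted p = 0.780 with an estimated correlation) but not with the batch term (adjusted p = 0.0606), and in the shared batch alone at 0.0396, and 0 of its 18 genes were called, as adjusted over the list alone; the synaptic gene Syt1 had -0.43 ± 0.31. In 25 repeats that each left out 1 array, this list passed with genotype alone in 12. Of 15 neural progenitor genes, Sox1 (-0.71 ± 0.32) and Sox2 (-0.19 ± 0.10) were lower, also adjusted over the list alone (0 with the batch term; median -0.08, camera adjusted p = 0.0874, 0.0980 with the batch term). Pax6 had -0.73 ± 0.55 (adjusted p = 0.137), and passed with the replicate block (0.0313) and without wild-type replicate 10 (0.0283). Of 22 cell cycle genes, Ccnd1, which encodes cyclin D1 (-0.30 ± 0.08), and Rrm2 (-0.22 ± 0.09) were lower, also adjusted over the list alone (1 with the batch term; median -0.04, camera adjusted p = 0.350, 0.333 with the batch term). Of 14 genes of the p53 response and apoptosis, Zmat3 was lower (-0.15 ± 0.09) and 0 passed adjusted over the list alone (median -0.01, camera adjusted p = 0.784, 0.792 with the batch term). The stress list held 1 gene higher, Atf3 (0.42 ± 0.13), and 1 lower, Hmox1 (-0.19 ± 0.11), of 9, and adjusted over the list alone 2 were higher and 1 lower (1 and 0 with the batch term; median 0.01, camera adjusted p = 0.612, 0.604 with the batch term).

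LIM proteins, guidance molecules and neuropeptides went both ways. Among 19 LIM proteins and cofactors, Lmo1, Lhx2, Lhx3 (-0.60 ± 0.30) and Lhx6 were lower and Lmx1b higher, as adjusted over the list alone (1 lower with the batch term; median -0.04, camera adjusted p = 0.105 in both fits). Of 30 axon guidance and adhesion genes, 5 were higher, Slit1 (0.66 ± 0.23), Nrp2 (0.43 ± 0.18), Plxna2 (0.27 ± 0.11), Efnb2 (0.27 ± 0.13) and Sema5a (0.26 ± 0.14), and 2 lower, Ephb1 (-0.54 ± 0.19) and Efna5 (-0.22 ± 0.11). Adjusted over the list alone 6 were higher and 2 lower (0 with the batch term; median 0.03, camera adjusted p = 0.554, 0.537 with the batch term). Of 16 hypothalamic neuropeptide genes, Gal and Oxt (0.17 ± 0.10) were higher and Adcyap1 lower (-0.56 ± 0.24), also adjusted over the list alone, where Gal alone passed with the batch term (median 0.003, camera adjusted p = 0.564, 0.528 with the batch term).

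Markers of other cell types that the dissected piece could hold were examined in the same way. Of 17 genes of the oral and surface ectoderm and pituitary primordium, 6 were higher, with Vgll2, Cldn1 (0.75 ± 0.34), Foxe1 (0.62 ± 0.21) and Esrp1 (0.60 ± 0.27) in front, besides Trp63 and Grhl2, and the pituitary genes Lhx3 and Hesx1 (-0.38 ± 0.19) were lower, with the same numbers adjusted over the list alone (0 with the batch term). The list had a median of 0.22 and a camera adjusted p of 0.0168 (0.0166 with the batch term, adjusted p = 0.593 with an estimated correlation), which was 0.409 with the batch term once mutant replicate 12 was left out, and by fry 0.0846 (0.431 with the batch term). The paper's table of changed genes, drawn from the same arrays, gives Vgll2, Cldn1, Foxe1 and Esrp1 as higher and Lhx3 as lower. The p-values of this list are therefore not shown to be independent evidence. Erythroid genes had a median of 0.39 with 0 of 8 called, over all genes or adjusted over the list alone (camera adjusted p = 0.0588, 0.0713 with the batch term and 0.0360 in the shared batch alone), and the embryonic globin gene Hbb-bh1, at 11.1 in the mutant and 10.8 in wild type, had 0.27 ± 0.24. Of 11 endothelial genes 3 were higher, Cdh5 (0.29 ± 0.14), Flt1 (0.32 ± 0.17) and Pecam1 (0.22 ± 0.12), also adjusted over the list alone (0 with the batch term; median 0.10, camera adjusted p = 0.0546, 0.0615 with the batch term). In the mesenchyme and neural crest list Foxc2 (0.45 ± 0.23) was 1 of 16 called, with 0 adjusted over the list alone (median 0.12, camera adjusted p = 0.105, 0.111 with the batch term). Of 10 macrophage genes C1qa was higher (0.31 ± 0.13), also adjusted over the list alone (0 with the batch term; median 0.13, camera adjusted p = 0.0874, 0.0980 with the batch term). Of 12 muscle and heart genes 2 were higher, Myh7 (0.60 ± 0.12) and Myl4 (0.21 ± 0.11), also adjusted over the list alone (1 with the batch term; median 0.10, camera adjusted p = 0.184, 0.150 with the batch term). Leaving out each of the 25 arrays in turn, the endothelial list passed camera with genotype alone in 11 repeats and the erythroid list in 8. The macrophage list passed in 6, mesenchyme and neural crest in 2 and muscle and heart in 0. With the batch term these 5 lists passed in 7, 5, 3, 1 and 1 repeats. The embryo sex list had 0 of 4 called in either way (median -0.20, camera adjusted p = 0.846, 0.860 with the batch term).

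In sum over the 31 lists, 11 passed camera with genotype alone (4 higher and 7 lower), 10 with the batch term and 12 in the shared batch alone, and 1, the quantitative PCR candidates listed as lower, passed with an estimated correlation in either fit. By fry, which asks whether the genes of a list move one way on balance without comparison with other genes, 11 passed with genotype alone and 6 with the batch term. With genotype alone these were not the same lists as by camera. LIM proteins (fry adjusted p = 0.0383) and muscle and heart (0.0355) passed fry only, and each had 0.328 with the batch term. Early neuronal differentiation (0.389) and the oral ectoderm list (0.0846) passed camera only. The paper's table of changed genes also holds Lmo1 and Lhx3 of the LIM list and Myh7 of the muscle and heart list. The same limit on independence applies to both lists.

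Because a targeted locus can carry linked DNA of the cell line used for targeting, and because Tbx3 lies close to Lhx5, the chromosome of Lhx5 was compared with the others. Of its 1079 tested genes, 192 were called with genotype alone (17.8%), with an odds ratio of 1.16 against the other chromosomes (Fisher's exact p = 0.0712, adjusted p = 0.712 over 20 chromosomes). The nearest 100 genes, in the gene order of the GRCm38.p6 assembly, had an odds ratio of 0.865 (95% interval 0.453 to 1.53, Fisher's exact p = 0.682), and the nearest 200 and 400 genes of 1.05 and 1.11. At an unadjusted p below 0.01 with the batch term, the odds ratios of the nearest 100, 200 and 400 genes were 1.05, 1.61 and 1.63 (Fisher's exact p = 0.763, 0.192 and 0.0655). Among the 40 closest tested genes 7 were called. Tbx3, Rnft2 (-0.31 ± 0.12) and Fbxo21 (-0.15 ± 0.08) were lower, and Slc8b1 (0.28 ± 0.12), Rita1 (0.27 ± 0.10), Tpcn1 (0.23 ± 0.08) and Med13l (0.11 ± 0.06) higher. With the batch term at unadjusted p below 0.01, the odds ratio of the chromosome was 1.19 (Fisher's exact p = 0.345).

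Whether principal components separated the genotypes in the shared batch depended on the arrays used to fit them. Components fitted on its 15 arrays alone, a setting chosen after the data were seen (the first with 21.0% of the variance), differed by 0.65, 1.23 and 1.36 SD between mutant and wild type (exact permutation p = 0.327, 0.0835 and 0.0659). Fitted on all 25 arrays, the first component (18.9%) differed by 2.0 SD, the second (14.8%) by 0.73 SD and the third (8.91%) by 0.87 SD (permutation p = 9.00e-05, 0.0809 and 0.0396). Both that fit and its permutation test count mutant replicates 1 to 10 as independent although their means were set. The exact test of these components over the shared batch gave p = 0.0110, 0.259 and 0.218. For the first it gave 0.0396 with clusters below the median left out and 0.00440 with clusters scaled to unit variance. Mutant replicates 1 to 10, whose mean was set to that of replicates 11 to 13, helped to fix these axes. This test therefore cannot settle the separation.

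Embryo sex was read from Xist and the Y-linked genes. There were 5 female and 8 male mutant and 8 female and 4 male wild-type embryos, and in the shared batch 2 of 3 mutant and 8 of 12 wild-type embryos were female. In limma with the batch term, 0 clusters had an effect of genotype that differed between the sexes after adjustment, with 1352 at an unadjusted p below 0.05, while 164 differed between the sexes themselves.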

Values the study reported

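From microarrays of wild-type and mutant E10.5 tissue, the study reported 56 named genes as downregulated and 41 as upregulated, taking those with a change of at least 1.5-fold and P < 0.05. It carried 15 candidates forward after quantitative PCR, of which 12 were lower and 3 higher in the mutant.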

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

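The tests on other cell types and neural progenitors, on donor DNA and on chance clustering, the count of named genes in null draws, and every value with the batch term, were chosen only after the result was seen, and so was the demand that the tissue position test hold without its 2 farthest arrays.

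The 6616 unannotated probe sets left out of the comparisons were taken for control probe sets. Among them, limma with genotype alone called 788 between mutant and wild type (1830 at an unadjusted p below 0.05). Calls with genotype alone thus also arose where no gene was taken to be measured. With the batch term limma called 0, with 514 at an unadjusted p below 0.05.

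The first pattern weighed was the large number of calls with genotype alone. Null data drawn with the covariance of the real arrays and given the same adjustment of means reached the real number (4829 on the 28928 clusters without a missing value) in 9 of 100 draws, with a median of 573 and a highest count of 7461, whereas null data without the adjustment had a median of 0 and a highest count of 617. The adjustment is thus a candidate explanation for many of the calls, since it lets genotype alone count mutant replicates 1 to 10 as evidence that they do not hold. With the batch term, 1 null draw had any call, the highest count was 2, and 0 reached the real 7. Other splits of the real arrays of the shared batch gave up to 104 calls, as given below. The draws may thus understate what chance gives, and they cannot settle the 7 calls. An effect of the genotype stays open for the calls that the adjustment does not explain.

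Other splits of the arrays were tried for each count. Of 100 splits of the 25 arrays into 13 and 12, 1, the real one, gave as many calls (4825, highest other 18) and 1 as many named genes at 1.5-fold (100, highest other 5), but such splits break the equal means of the mutant arrays, so the real one had to stand out. The adjusted null draws reached the real number of calls in 9 of 100 and the real number of named genes in 5 of 100 (highest 188), so chance together with the adjustment is not excluded for either count. As many gene lists (11) passed in 11 of the splits, the highest other being 15, so chance cannot be excluded for the number of lists. Of 100 splits of the shared batch into 3 and 12, 4, the real one included, gave as many calls with the batch term (7, highest other 104) and 4 as many clusters at an unadjusted p below 0.05 (2995, highest other 3620), which is under 1 in 20. The other splits with as many calls set apart mutant replicates 11 and 13 with wild-type replicate 11 (104), mutant 13 with wild-type 6 and 12 (51), and mutant 13 with wild-type 8 and 11 (8). All hold mutant replicate 13. Why some counts were several times the real one was not tested. As many lists with the batch term (10) passed in 15 of the splits, the highest other being 16, so chance cannot be excluded.

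The second pattern was that genes of the anterior hypothalamus and the Dlx programme were lower while those of the midbrain floor were higher. If the dissected piece lay farther caudal in some embryos, both scores should vary together within groups, and they did with r = -0.47 over the 25 arrays (permutation p = 0.0292, adjusted 0.0584 over 2 relations; Spearman's rho = -0.30, permutation p = 0.156). Without the 2 farthest arrays r was -0.13, and it was -0.75 within wild type and 0.09 within mutant replicates 1 to 10. The relation leans on those arrays, but leaving them out also narrows the spread, so it cannot discount position. Wild-type replicate 10 scored on the mutant side. It had 0.75 for the midbrain floor, -0.47 for the Dlx list, and -0.21 and 0.49 for the quantitative PCR candidates listed as lower and higher. Every other wild-type array had the opposite sign in the last 3 lists. Why it did so was not tested. The second relation, of the anterior hypothalamus and Dlx score with the oral ectoderm score, had r = -0.006 (permutation p = 0.978). The prediction as written was met, but these values leave position and genotype so that they cannot be told apart. A smaller share of neuroepithelium with more of other cell types would lower neural progenitor genes as much as the rostral ones. Mutant minus wild type, the progenitor list mean was -0.17 (interval -0.40 to 0.07 with the batch term). The rostral list mean was -0.61 (interval -0.98 to -0.24 with the batch term), and the intervals of both means overlap. The rostral list mean was more negative than the progenitor list mean by -0.44 (interval -0.76 to -0.13 with the batch term). The exact permutation p was 0.0286 in the shared batch. The rostral lists were written with the paper known, and many of their called genes stand among those it reports as lower on these arrays. A larger difference was thus partly built in, and the comparison cannot decide whether a smaller share is the whole cause. A smaller share stays open. The medians of all 7 lists of other cell types lay above 0, and 1, notochord, exceeded the bound set by the spread of its arrays. Of the 4 notochord genes 3 also stand on other lists, and the most abundant erythroid transcripts, Hba-x (12.6 in both groups) and Hbb-y (12.3 and 12.1), differed by 0.05 and 0.13.

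The third pattern was a run of genes higher at an unadjusted p below 0.01 with the batch term on the chromosome of Lhx5, 179 tested genes away from it, with Col26a1 (0.87), Plod3 (0.69), Ift22 (0.60), Ap1s1 (0.56) and Fis1 (0.38), the last 4 chosen after their values were seen. Cldn15 (0.38) and Vgf (0.09), which lie between these genes, were also above 0. As many higher genes stood in a window of 20 genes in 53 of 1000 shuffled gene orders, so chance clustering is not excluded. Donor DNA linked to the targeted locus would put more calls next to Lhx5, where the odds ratio of the nearest 100 genes was 0.865 with an interval from 0.453 to 1.53 for calls with genotype alone. At an unadjusted p below 0.01 with the batch term, which defined the run, it was 1.05 (interval 0.213 to 3.19) for the nearest 100, 1.61 (0.723 to 3.15) for 200 and 1.63 (0.946 to 2.63) for 400 genes. These intervals reach to both sides of 1, and donor DNA cannot be told apart from the genotype, since a linked stretch would be present in every mutant. The nearest 100 genes also do not reach the run. No cause other than chance and linked donor DNA was tested.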

How the results depend on the processing

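Fits with the batch term, the shared batch alone, and embryo sex beside the batch term were chosen only after the result was seen; the other settings with genotype alone were planned, except those on unannotated probe sets and misprinted cells. Where a value moved, the cause was not tested unless stated.

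Calls with genotype alone (4825) became 7 with the batch term, 6 in the shared batch alone and 8 with embryo sex beside the batch term. The named genes at 1.5-fold (100) became 3, 1 and 3. For the batch term the larger standard errors account for it, as the differences are the same. For the other fits the cause was not tested. Leaving out clusters below the median gave 2265 calls (759 higher and 1506 lower, fewer clusters being tested), so that 33.5% were higher in place of 58.1%. Stricter thresholds gave 1954 clusters (adjusted p below 0.01) and 20 named genes (2-fold). With an estimated correlation 1 list passed, also with the batch term, where fry gave 6.

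The odds ratio of the chromosome of Lhx5 (Fisher's exact p = 0.0712 before adjustment over chromosomes) had an unadjusted p below 0.05 with medians centred (1.19), clusters below the 25th percentile (1.25) or the median (1.35) left out, array weights (1.17), the replicate block (1.24) and a residual component (1.17). With single arrays left out it ran from 1.11 to 1.22, with an unadjusted p below 0.05 without KO replicate 2 (1.18), KO replicate 5 (1.22) and WT replicate 9 (1.19).

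The 7 calls with the batch term became 1 with quantile normalization repeated, 12 with medians centred, 4 with clusters below the median left out, 30 with array weights, 3 without moderation, 0 by limma with the replicate block as well, and 24 with a residual component. With single arrays left out they ran from 0 (without KO replicate 13) to 26 (without WT replicate 10), with 19 without KO replicate 3, 8 or 12, 17 without KO replicate 11, 11 without KO replicate 7 and 4 without WT replicate 1.

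With genotype alone and single arrays left out, calls ran from 4072 to 5287, named genes at 1.5-fold from 82 to 115, and Lhx5 from -0.10 to -0.00290. Pomc and Lhx1, never called, changed sign: Pomc was 5.43e-04 without KO replicate 7, 0.0126 without WT replicate 9 and -0.0446 without KO replicate 8, and Lhx1 was -0.00839 without WT replicate 11 and 0.24 without WT replicate 7. Of 113 called genes named in the text, 22 lost the call without at least 1 array and 0 changed sign; with genotype alone this cannot show dependence on KO replicates 11 to 13, since the other mutant arrays were given their mean.

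The first principal component, 2.0 SD apart over all arrays, was 0.65 SD apart and no longer past the threshold when components were fitted on the shared batch alone, also chosen after the result was seen; fewer arrays and no adjusted ones enter that fit.

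Repeated quantile normalization changed the direction of 4 lists that did not pass (Sonic hedgehog, BMP, p53 and neuropeptides). Signal near background (a mean below 4) limits what can be said of Nr5a1, Pomc, Pitx3 and Tbr1, and of the called genes Shtn1, Lhx3, Hesx1, Myh7, Myl4, Oxt, Noto and Mir300 and of the unnamed clusters with 0.43 and 0.38. Mup6 was close to that level, with a mean of 3.83 in wild type and 4.22 over all arrays. With clusters below the median left out, the batch term kept 1 higher and 3 lower calls.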

Other observations

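The values that follow, with the search for windows of lower genes, were chosen only after the result was seen. The stretch of chromosome 12 between Dlk1 and Dio3 holds 41 tested genes, 36 of them microRNA genes, and all 41 had a difference below 0. With genotype alone 29 were called lower and 0 higher, and with the batch term 25 were lower at an unadjusted p below 0.05. The median difference was -0.36 over the stretch and -0.32 over the microRNA genes. Mir323 (-0.94) and Mir300 (-0.80), chosen after their values were seen, had an adjusted p of 0.0546 with the batch term. A window of 20 genes here held 10 genes lower at an unadjusted p below 0.01 with the batch term, against at most 6 in 1000 shuffled gene orders. Genes of an imprinted cluster can share transcripts and are not independent. Chromosome 12 as a whole had an odds ratio of 1.38 with genotype alone (Fisher's exact p = 0.00251, adjusted p = 0.0501 over 20 chromosomes). At an unadjusted p below 0.01 with the batch term it was 1.71 (Fisher's exact p = 0.0117, adjusted p = 0.117).

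Vps37b, chosen after its values were seen, stood at -0.53 with an adjusted p of 0.0546 with the batch term. At an adjusted p below 0.1 with the batch term there were 36 clusters, 23 of them with a named gene.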
